A study of Mus musculus with 12 samples. Its data were reported in "Targeting HDAC6 to treat heart failure with preserved ejection fraction in mice" (2024).

How the data were processed

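Messenger RNA with poly(A) tails was sequenced from the left ventricle of 12 C57BL6 mice, with 1 library per mouse and 4 mice per group. The groups were taken from the sample labels. Control-Veh mice were non-failing and were given vehicle. HFpEF-Veh mice had a model of heart failure with preserved ejection fraction, made with a high-fat diet and the nitric oxide synthase inhibitor L-NAME, and were given vehicle. HFpEF-TYA-018 mice had the same model and were given 15 mg/kg of TYA-018, an inhibitor of the deacetylase HDAC6, by mouth. The series title names a single dose and the treatment protocol in the labels names daily doses over weeks. The study describes hearts taken hours after one dose, and the title was followed here. Libraries are named C1 to C4 (Control-Veh), V1 to V4 (HFpEF-Veh) and T1 to T4 (HFpEF-TYA-018), in the order of the animal numbers in the labels. No paired analysis was possible because no animal number was shared between groups. The labels gave no sequencing batch, sex or age. The animal numbers of each group lay together, so a cage, date or order of processing that followed those numbers cannot be told apart from the group.

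The deposited tables gave 3 values for each of 29564 genes in each library. The authors made them with fastp, salmon and tximport against mouse GENCODE transcripts of the GRCm38 genome, with salmon's corrections for sequence, GC content and position. The first deposited table held the estimated count of each gene, which is fractional where a read fits several transcripts and is not normalised. The second deposited table held TPM, before the authors' filter to protein-coding genes. The third deposited table held another kind of value, the effective length of each gene in bases in each library. The labels and the published methods give different read lengths, layouts and read numbers, and the files do not settle which holds. All columns of values in the 3 tables were used (0 were left out).

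The estimated counts were between 74.4% and 77.6% whole numbers and summed to between 61.2 and 83.9 M per library. The TPM columns summed to between 937748 and 963745, so some genes of the original table were not among the rows. There were 8890 genes at 0 in all 12 libraries. There were 19 rows named by whole numbers that read as spreadsheet dates in March and September 2023, and they were kept under those names. The effective length of a tested gene varied between libraries, with a median ratio of the largest to the smallest of 1.43, and for 39.5% of tested genes its mean exceeded the longest transcript in the GENCODE M21 annotation used here. Effective lengths were therefore not used in the main tests and were tried as an offset.

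Counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the group as design, which left 14333 genes holding 99.98% of the counts. Libraries were scaled by the trimmed mean of M values (TMM). One quasi-likelihood model was fitted to the 12 libraries of the 3 groups, with 9 residual degrees of freedom and a common biological coefficient of variation of 0.232. The comparisons were HFpEF-Veh against Control-Veh, HFpEF-TYA-018 against HFpEF-Veh and HFpEF-TYA-018 against Control-Veh. Tests were two-sided quasi-likelihood F tests, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 14333 genes. Values per gene are CPM after TMM, as mean ± SD, n = 4. The smallest exact two-sided permutation p of 4 against 4 libraries is 0.0286.

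Gene lists were tested with camera (limma 3.58.1) with a preset correlation between genes of 0.01, two-sided. The first lists were 17 fibrosis genes and 12 mitochondrial and metabolic genes that the study named from mice treated for weeks, so they were chosen on other libraries. Other lists from the study or from general knowledge were 14 cardiac stress genes, 12 markers of activated fibroblasts, 76 nuclear genes of oxidative phosphorylation, 24 collagen chains, 18 enzymes of the citric acid cycle, 22 targets of the fatty acid receptor PPAR alpha and 20 inflammation genes. These lists overlap, since collagen chains are also among the fibrosis genes and complex I subunits are also among the mitochondrial genes. Their p values were adjusted together over 18 tests (9 lists in the first 2 comparisons). The technical lists, adjusted as a second family of 16 tests, were clock genes, glucocorticoid and fasting genes, immediate early genes, and genes of atrial muscle, fat, red cells, valves and vessels, and the Y chromosome with Xist. A score of a list in a library is the mean over its genes of log2 CPM, centred per gene, and scores were compared by exact permutation tests (63 tests with the difference of the clock arms, adjusted together). Mouse Reactome sets from fgsea 1.28.0 with 15 to 500 tested genes were tested the same way, with 98.5% of tested genes matched to an Entrez number.

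The log2 fold changes of the first 2 comparisons were correlated across genes. Both comparisons use the HFpEF-Veh libraries, which makes the correlation negative without any effect. It was therefore set against 100 simulated data sets in which no group differed and 50 in which HFpEF differed and the dose did nothing. It was also recomputed with different HFpEF-Veh libraries for each comparison, over the 6 ways to divide 4 mice into 2 and 2, and set against 100 shuffles of the libraries after the group means were removed. The simulated data drew each gene independently, so their spread leaves out correlation between genes, which the shuffles keep. Genes were counted as moved back when they were called in both comparisons with opposite signs.

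The main tests, lists, comparisons, the rule for named genes and most alternatives were fixed before the data were examined. The named genes were Hdac6, Nppb and Col3a1, at most 6 called genes of the first 2 lists with the smallest p, and per comparison at most 5 called genes in each direction with the largest log2 fold change. The last kind also needed a mean log2 CPM of at least 1 and no overlap between the values of the 2 groups. A gene of a technical list was named only with its list. Not every gene that this rule gives is reported here. Positions are GRCm38 positions from the M21 annotation. For each named gene, other annotated genes that share at least 50 stretches of 25 bases with its transcripts were counted. Named genes that share so with several others are given as uncertain, as is the pseudogene Fabp3-ps1, which shares with 1. Col3a1, Fbn1, Rp9, Mki67, Alas2, Hbb-bt and Scgb1c1 also share with 1 other gene and are not marked below. Reads of that other gene stay open for them. The marking follows the number of genes and not how much is shared. Fbn1 shares 2417 stretches with its 1 gene, and Col5a1 shares 79 and 91 with its 2.

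The alternatives fixed in that way were DESeq2 1.42.0, RLE scaling, no filter, the study's filter for genes (detected in at least 90% of libraries, protein-coding, not mitochondrially encoded, 13848 genes), the deposited lengths as offset, limma on log2(TPM + 1) and log2(TPM + 0.1), a fit of only the 2 compared groups, leaving out each library in turn, fry, camera with an estimated correlation, pre-ranked fgsea and a threshold of 0.25. Alternatives chosen after seeing the data were limma on TPM rescaled to the same sum without the mitochondrial and non-coding genes, a trend on GC content and transcript length per library as offset (98.1% of tested genes had a value), a fit without the mitochondrially encoded genes, and the red cell score as covariate. Lists of 15 white cell genes, 12 liver genes and 14 proliferation genes were also added after seeing the data. The rescaling, GC trend and length offset were also applied to the set tests and to the comparison of the first 2 changes.

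Simulated data were drawn from these counts, each gene independently, with the dispersions that edgeR estimated, which may favour edgeR. The methods were tested on a single such data set, with 200 of 14333 genes changed. In it, edgeR recovered 91% of the changed genes with 5.70% false calls, DESeq2 recovered 94% with 19.3% false calls and limma on log2(TPM + 1) recovered 87% with 3.33% false calls. limma on log2(TPM + 1) returned a log2 change with a slope of 0.589 on the simulated change. Without correction, as in the main tests, edgeR recovered 75% with a GC trend added (1.32% false calls). With length differences added and not corrected, it recovered 79.5% (9.66% false calls). With a GC trend added and corrected, 89% were recovered, and with length differences added and corrected, 93.5%. Animal weights, heart function and qPCR values were not used here.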

Results

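Gene expression was measured in left ventricles of 12 mice by RNA sequencing, with 4 libraries from Control-Veh, 4 from HFpEF-Veh and 4 from HFpEF-TYA-018 mice (libraries C1 to C4, V1 to V4 and T1 to T4). The total estimated count (M, 1e06) per library ranged from 61.2 to 83.9 M. It averaged 65.6 ± 2.59 M in Control-Veh, 63.6 ± 2.24 M in HFpEF-Veh and 70.8 ± 9.18 M in HFpEF-TYA-018 (SD, n = 4). These totals did not differ between groups beyond the spread between libraries (two-sided exact permutation p 0.286, 0.114 and 0.371 for the 3 comparisons). Pearson's r of log2 CPM across genes between libraries of the same group ranged from 0.948 to 0.970 with a median of 0.961, and between libraries of different groups from 0.936 to 0.964. Genes are not independent replicates in these correlations. The first principal component held 20.7% of the variance and the second 12.1%. On the first, the HFpEF-Veh libraries lay between 25.95 and 47.7 and the others between -46.9 and -0.57.

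The composition of the libraries differed between groups. Mitochondrially encoded genes took 38.8% ± 1.58 of counts in Control-Veh, 45.1% ± 2.06 in HFpEF-Veh and 38.9% ± 2.65 in HFpEF-TYA-018 (SD, n = 4). HFpEF-Veh differed from both other groups, with all 4 of its libraries above all 8 others (two-sided exact permutation p 0.0286 in both comparisons, the smallest possible, 0.049 after adjustment over 12 tests of library measures). HFpEF-TYA-018 and Control-Veh did not differ (exact permutation p 0.971). The 4 globin genes took 0.204% ± 0.0374 of counts in Control-Veh, 0.770% ± 0.397 in HFpEF-Veh and 0.296% ± 0.0424 in HFpEF-TYA-018, and all 3 comparisons gave an exact permutation p of 0.0286 (adjusted 0.049). The median log2 effective length of tested genes, relative to the mean over the libraries, was -0.0087 ± 0.0337 in Control-Veh, 0.078 ± 0.0302 in HFpEF-Veh and -0.066 ± 0.0689 in HFpEF-TYA-018. It was higher in HFpEF-Veh than in both other groups (exact permutation p 0.0286, adjusted 0.049) and did not differ between HFpEF-TYA-018 and Control-Veh (exact permutation p 0.2).

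**Figure D1:**
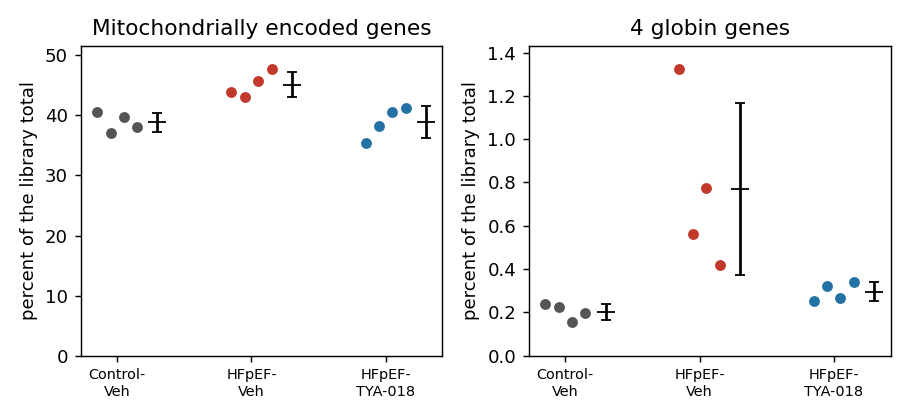
Share of each library's total estimated count (y axis, percent) held by mitochondrially encoded genes (left) and by the 4 globin genes (right), with 1 point per library and the group mean ± SD in black. The 4 HFpEF-Veh libraries lay above the 8 others in both panels.

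HFpEF-Veh was compared with Control-Veh to find what the model changed. Of 14333 genes tested, 3033 were called with edgeR, 1561 higher and 1472 lower in HFpEF-Veh, and 5093 had an unadjusted p under 0.05. The median size of the log2 fold change of called genes was 0.45, and 428 of them changed at least 2-fold. The values of the groups did not overlap for 23.5% of tested genes, where chance gives 2.86%. The alternative that moved this count most was the red cell score as covariate, which left 2 genes (1345 at an unadjusted p under 0.05). That score separated the groups, so it removes the group difference with it. limma on log2(TPM + 1) called 131 genes, 33 higher and 98 lower. It called 292 on log2(TPM + 0.1), 85 higher and 207 lower, where the median log2 change of all genes was -0.16. After rescaling without mitochondrial and non-coding genes, as the study did, it called 1140, 691 higher and 449 lower.

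Edn3, which encodes an endothelin (chromosome 2, 174760619 to 174784042, protein-coding), had the largest rise by the rule for named genes. It rose from 2.35 ± 0.389 CPM in Control-Veh to 15.9 ± 3.02 CPM in HFpEF-Veh (log2 fold change 2.76, edgeR adjusted p 1.56e-05, SD, n = 4). The proliferation gene Mki67 (chromosome 7, 135689784 to 135716361, protein-coding) rose from 2.24 ± 0.357 to 10.5 ± 4.06 CPM (log2 fold change 2.23, edgeR adjusted p 0.000453). Alas2 and Hbb-bt, which the rule also named among genes that rose, belong to the red cell list and are reported with it. Of the genes named by the rule, Alb (chromosome 5, 90460897 to 90476602, protein-coding) fell most, from 32.2 ± 15.1 to 3.38 ± 3.02 CPM (log2 fold change -3.26, edgeR adjusted p 0.0367). Apoa2 (chromosome 1, 171225054 to 171226379), Hp (chromosome 8, 109575128 to 109579172) and Scgb1c1 (chromosome 7, 140845547 to 140846769), all protein-coding, had log2 fold changes of -2.20, -2.00 and -1.85 (edgeR adjusted p 0.0248, 0.0134 and 0.00101). Alb lost its call without any 1 of libraries C3, C4, V2, V3 and V4 (edgeR adjusted p 0.0683 to 0.094), and Apoa2 without any 1 of libraries C4, V2, V3 and V4 (edgeR adjusted p 0.0541 to 0.0813). The values of Alb, Apoa2 and Hp rose and fell together across libraries.

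HFpEF-TYA-018 was compared with HFpEF-Veh to find what the dose changed in the model. edgeR called 2767 genes, 1280 higher and 1487 lower after the dose, and 4753 had an unadjusted p under 0.05. The median size of the log2 fold change of called genes was 0.42, and 214 changed at least 2-fold. The values of the groups did not overlap for 25.1% of tested genes, against 2.86% by chance. The red cell score as covariate moved this count most, to 0 genes (1388 at an unadjusted p under 0.05). Without library T1 the count was 1485 and without library T2 it was 1631. On log2(TPM + 1) limma called 2429 genes, 2378 higher and 51 lower, and on log2(TPM + 0.1) 3006 genes, 2939 higher and 67 lower. On these scales the median log2 change of all genes was 0.16 and 0.34. After rescaling without mitochondrial and non-coding genes, limma called 897 genes, 440 higher and 457 lower.

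Of the genes the rule named in this comparison, Rp9 (chromosome 9, 22411047 to 22469743, protein-coding) rose from 9.05 ± 0.826 CPM in HFpEF-Veh to 29.7 ± 2.31 CPM (log2 fold change 1.71, edgeR adjusted p 4.47e-05, SD, n = 4). It was at 11.5 ± 1.96 CPM in Control-Veh. 2010107E04Rik, now named Atp5mpl (chromosome 12, 111961375 to 111966977, protein-coding), rose with a log2 fold change of 1.62 (edgeR adjusted p 0.0141). Rps7 (chromosome 12, 28630854 to 28635953) and the pseudogene Gm3272, now named Gapdh-ps16, had log2 fold changes of 1.85 and 1.55. Rps7 shares sequence with 15 other genes and Gm3272 with 249, so which gene their reads came from is uncertain. Among these genes Rps26 (chromosome 10, 128624534 to 128626747, protein-coding) fell most, from 96.4 ± 44.7 to 10.5 ± 4.84 CPM (log2 fold change -3.20, edgeR adjusted p 0.001), and it was at 132 ± 25.3 CPM in Control-Veh. It shares sequence with 4 other genes, so its level is also uncertain. The pseudogenes Gm12715 (chromosome 4, 103563402 to 103564529) and Fabp3-ps1 (chromosome 10, 86731987 to 86732388) fell with log2 fold changes of -2.42 and -1.81. They share sequence with 15 genes and 1 gene, so their changes are uncertain as well. The red cell gene Alas2 was also named among those that fell.

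HFpEF-TYA-018 was compared with Control-Veh to find what remained different after the dose. edgeR called 840 genes, 447 higher and 393 lower, and 3219 had an unadjusted p under 0.05. Of them, 82 changed at least 2-fold, and the median size of the log2 fold change was 0.41. The values of the groups did not overlap for 14.8% of tested genes, against 2.86% by chance. limma on log2(TPM + 1) moved this count most, to 4 genes (2 higher, 2 lower), and on log2(TPM + 0.1), where the median log2 change of all genes was 0.17, it called 10. DESeq2 called 1487 genes. Leaving out 1 library moved the count to between 308 (without library T2) and 809 (without library C1). It was under 840 by more than 1.5 times without libraries C2, C3, C4, T1, T3 and T4 as well (543, 497, 325, 403, 451 and 529 genes).

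Edn3 was also higher in HFpEF-TYA-018 than in Control-Veh, at 10.6 ± 1.82 CPM (log2 fold change 2.18, edgeR adjusted p 0.000167, SD, n = 4), and lower than in HFpEF-Veh (log2 fold change -0.58, edgeR adjusted p 0.0296). Serpinh1 (chromosome 7, 99345376 to 99353239, protein-coding) was higher than in Control-Veh with a log2 fold change of 1.52 (edgeR adjusted p 0.0085). Gm10108 (chromosome 5, 13121448 to 13121766) and Gm27029 (chromosome 11, 101406664 to 101424796) were higher by 3.2 and 1.91 (log2), share sequence with 9 and 2 other genes so that their changes are uncertain, and lost their calls without any 1 of most of the 8 libraries (edgeR adjusted p 0.0573 to 0.0979 in 8 of 8 fits, and 0.0522 to 0.0925 in 7 of 8). Of the genes named by the rule, Rps26 and Scgb1c1 were lower by the largest amounts, with log2 fold changes of -3.65 and -1.67 (edgeR adjusted p 0.0012 and 0.00515). Ccl11 (chromosome 11, 82057823 to 82062955, protein-coding) was lower with a log2 fold change of -1.33 (edgeR adjusted p 0.021), and its call was lost without any 1 of libraries C4, T2 and T3 (edgeR adjusted p 0.0571 to 0.0644). Gm14387 (chromosome 2, 175086501 to 175089918) and Cenpf (chromosome 1, 189640606 to 189688086) were lower by -1.50 and -1.25 (log2) and share sequence with 62 and 83 other genes, so their changes are uncertain.

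Hdac6, Nppb and Col3a1 were fixed for testing as the target of the inhibitor and as markers that the study measured by qPCR. Hdac6 (chromosome X, 7930120 to 7947889, protein-coding) was at 15.0 ± 0.595 CPM in Control-Veh, 11.6 ± 0.975 CPM in HFpEF-Veh and 13.97 ± 1.51 CPM in HFpEF-TYA-018 (SD, n = 4). It was lower in HFpEF-Veh than in Control-Veh in 4 of 4 libraries (log2 fold change -0.36 ± 0.085 SE, edgeR adjusted p 0.0117). It was higher after the dose (log2 fold change 0.26 ± 0.085 SE, edgeR adjusted p 0.0486), with 3 of 4 libraries above all HFpEF-Veh libraries. That call was lost without any 1 of libraries V2, V3, V4, T1, T2 and T3 (edgeR adjusted p 0.0797 to 0.146). HFpEF-TYA-018 and Control-Veh did not differ (log2 fold change -0.10, edgeR adjusted p 0.538). With the deposited lengths as offset, the first 2 Hdac6 changes were -0.22 and 0.15 and neither was called (edgeR adjusted p 0.482 and 0.667).

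Nppb (chromosome 4, 147985788 to 147987205, protein-coding), which encodes B-type natriuretic peptide, was at 28.6 ± 7.13 CPM in Control-Veh, 76.0 ± 24.6 CPM in HFpEF-Veh and 23.4 ± 7.76 CPM in HFpEF-TYA-018. Its log2 fold change was 1.41 for HFpEF-Veh against Control-Veh (edgeR adjusted p 0.00675) and -1.70 after the dose (edgeR adjusted p 0.00355), with no overlap between libraries in either comparison. HFpEF-TYA-018 and Control-Veh did not differ in Nppb (log2 fold change -0.29, edgeR adjusted p 0.608). Col3a1 (chromosome 1, 45311538 to 45349706, protein-coding) was at 54.9 ± 13.1, 129 ± 27.2 and 74.6 ± 7.61 CPM in the same groups, again without overlap between HFpEF-Veh and either other group. Its log2 fold change was 1.23 (edgeR adjusted p 0.000975, or 0.000146 adjusted over both study lists together) and after the dose -0.79 (edgeR adjusted p 0.00887, or 0.00254 adjusted over both study lists together). Between HFpEF-TYA-018 and Control-Veh it was 0.44 (edgeR adjusted p 0.146), and without library C1 this was 0.61 (edgeR adjusted p 0.0409).

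**Figure D2:**
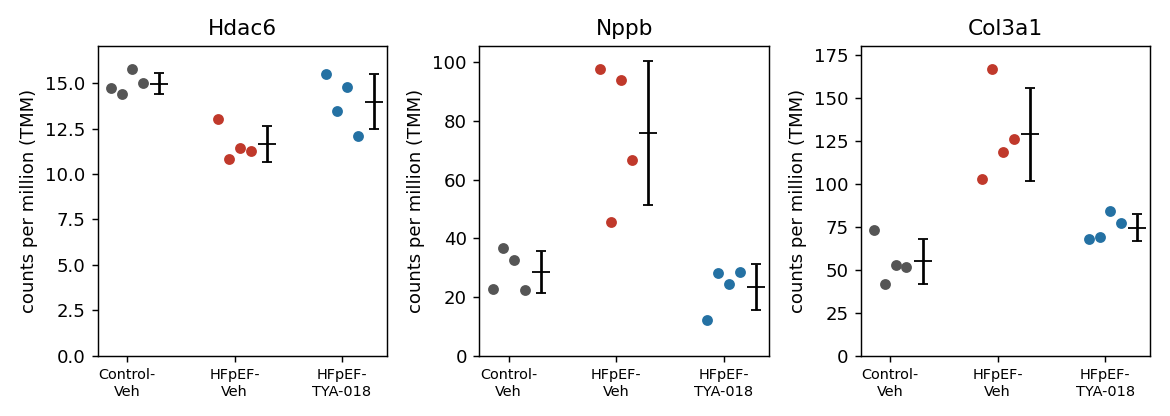
Expression of Hdac6, Nppb and Col3a1 (y axis, CPM after TMM scaling) in each library of the 3 groups, with the group mean ± SD in black. HFpEF-Veh libraries were lowest on average for Hdac6 (11.6 CPM) and highest for Nppb (76.0 CPM) and Col3a1 (129 CPM).

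The lists that the study named in mice treated for weeks were tested to ask whether one dose moved the same genes. Of the 17 fibrosis genes, 17 were higher in HFpEF-Veh than in Control-Veh, with a median log2 fold change of 0.60. Of these, 11 were called over all genes tested and 15 when adjusted over both study lists together (camera adjusted p 2.34e-10). After the dose 16 of 17 were lower, with a median of -0.45, 9 called over all genes and 9 when adjusted over both study lists together (camera adjusted p 1.71e-06). Col9a2 was the exception by sign (log2 fold change 0.08, edgeR adjusted p 0.922). Against Control-Veh, HFpEF-TYA-018 had no called fibrosis gene, either over all genes or over both study lists together, and 3 genes had an unadjusted p under 0.05. As a list they were higher, with 13 of 17 genes higher and a median of 0.18 (unadjusted camera p 0.0106), as were collagens (16 of 23, median 0.18, unadjusted camera p 0.0357). As scores per library, neither list differed between these groups (0.25 and 0.15, log2, two-sided exact permutation p 0.143 and 0.343). Of the 12 mitochondrial genes, 12 were lower in HFpEF-Veh, with a median of -0.34, 4 called over all genes and 8 when adjusted over both study lists together (camera adjusted p 0.000128). After the dose 12 of 12 were higher, with a median of 0.27, 5 called over all genes and 6 when adjusted over both study lists together (camera adjusted p 0.000104). HFpEF-TYA-018 had no called mitochondrial gene against Control-Veh, and 2 genes had an unadjusted p under 0.05.

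The preset correlation of camera moved these tests most. With the correlation between genes estimated from the data, none of the 18 tests of study and general lists passed (smallest adjusted p 0.169), and 4 had an unadjusted p under 0.05. The calls of both lists in both comparisons held under fry (adjusted p 0.00116 and 0.00499 for fibrosis, 0.0392 and 0.0402 for mitochondrial genes, in the order of the comparisons). As single scores per library, the fibrosis list differed in both comparisons by 0.67 and -0.43 (log2, two-sided exact permutation p 0.0286 each, adjusted 0.0947 over 63 tests of scores). The mitochondrial score differed by -0.30 in the first (exact permutation p 0.0857) and 0.28 in the second (exact permutation p 0.0286, adjusted 0.0947).

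Col6a1 (chromosome 10, 76708792 to 76726168) had the smallest p of the study's lists, with a log2 fold change of 0.67 (edgeR adjusted p 0.000441) in HFpEF-Veh and -0.49 (edgeR adjusted p 0.00178) after the dose. On log2(TPM + 1), where the median of all genes was 0.16 higher after the dose, its change after the dose was 0.08. Col5a1 (chromosome 2, 27886425 to 28039514), Fbn1 (chromosome 2, 125300594 to 125507993) and Timp1 (chromosome X, 20870166 to 20874735) rose by 0.54, 0.71 and 1.13 and changed by -0.45, -0.62 and -0.93 after the dose (log2, edgeR adjusted p from 0.00164 to 0.0145). Slc2a4, the glucose transporter GLUT4 (chromosome 11, 69942539 to 69948188), was at 256 ± 16.6, 200 ± 7.09 and 246 ± 14.2 CPM in Control-Veh, HFpEF-Veh and HFpEF-TYA-018 (SD, n = 4). Its log2 fold changes were -0.35 and 0.30 (edgeR adjusted p 0.00346 and 0.00935). Ndufs3 (chromosome 2, 90894634 to 90904827) changed by -0.34 and 0.52 (log2, edgeR adjusted p 0.0397 and 0.00664). Its first call was lost without any 1 of libraries C2, C3, C4, V1, V3 and V4 (edgeR adjusted p 0.0742 to 0.109). These 6 genes are protein-coding. Col5a1 shares sequence with 2 other genes and Ndufs3 with 3, so their levels are uncertain. Fbn1 shares 2417 stretches with 1 other gene, whose reads stay open as a source.

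**Figure D3:**
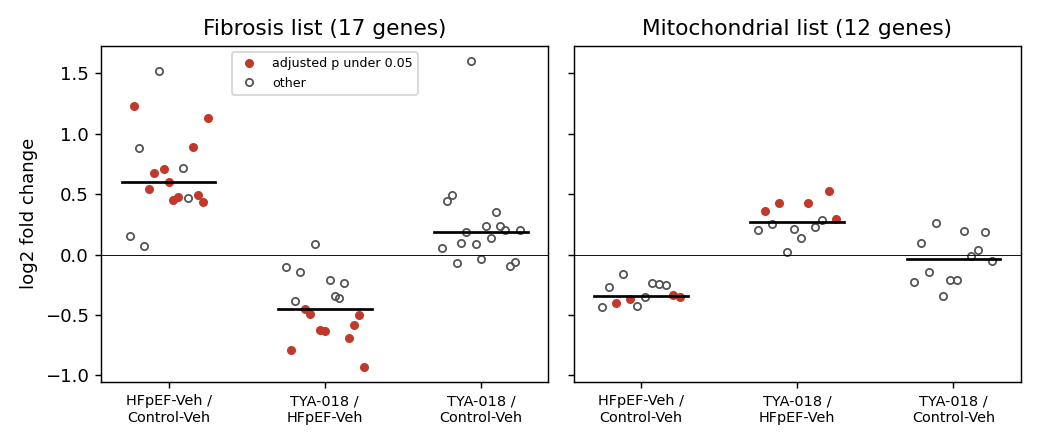
Log2 fold change (y axis) of each gene of the study's fibrosis list (left, 17 genes) and mitochondrial list (right, 12 genes) in the 3 comparisons (x axis). Filled points have an edgeR adjusted p under 0.05 and the line is the median, which was 0.60, -0.45 and 0.18 for fibrosis genes and -0.34, 0.27 and -0.04 for mitochondrial genes.

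Among the other lists, 74 of 76 oxidative phosphorylation genes were lower in HFpEF-Veh (median log2 fold change -0.27, camera adjusted p 2.73e-10) and 74 of 76 were higher after the dose (median 0.30, camera adjusted p 2.39e-17). Of 23 collagen chains tested, 21 were higher (median 0.62, camera adjusted p 1.77e-11) and then 20 lower (median -0.45, camera adjusted p 2.01e-08). On log2(TPM + 1) the second collagen test did not pass (fgsea adjusted p 0.136). Of 11 activated fibroblast markers tested, 9 were higher (median 0.43, camera adjusted p 0.000361) and then 8 lower (median -0.24, camera adjusted p 0.0234, or 0.0656 by fgsea on log2(TPM + 1)). Of 18 citric acid cycle genes, 16 were lower (median -0.13, camera adjusted p 0.0273) and then 17 higher (median 0.34, camera adjusted p 6.52e-10). The first of these calls was lost without any 1 of libraries C3, C4, V1 and V2 (camera adjusted p 0.054 to 0.1) and under fry (adjusted p 0.071). As a score per library, the list did not differ in either comparison (0.0034 and 0.14, log2, two-sided exact permutation p 1 and 0.343), with library C1 at -0.65. PPAR alpha targets did not differ in the first comparison (median 0.11, 15 of 22 higher, camera adjusted p 0.274) and were higher after the dose (median 0.26, 18 of 22, camera adjusted p 9.16e-05). Against Control-Veh they were higher in HFpEF-TYA-018 (median 0.29, 15 of 22, unadjusted camera p 2.92e-11). In that comparison 16 of 18 citric acid cycle genes were also higher (median 0.17, unadjusted camera p 8.5e-07). So were 45 of 76 oxidative phosphorylation genes (median 0.033, unadjusted camera p 0.0175). As scores per library, neither of these 2 lists differed there (0.14 and 0.041, log2, two-sided exact permutation p 0.571 and 0.771). Of 13 cardiac stress genes tested, 9 were higher in HFpEF-Veh (camera adjusted p 0.166, or 0.026 without library C3) and 7 were lower after the dose (camera adjusted p 0.804). Of 19 inflammation genes tested, 11 were higher (camera adjusted p 0.466) and then 14 lower (camera adjusted p 0.166, or 0.0405 under fry and 0.017 by fgsea on log2(TPM + 1)). Of the 18 tests, 13 passed under camera and 13 under fry. All 13 of camera but the citric acid cycle in the first comparison also passed under fry.

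Of the lists for technical causes, the 8 red cell genes were all higher in HFpEF-Veh than in Control-Veh (median log2 fold change 2.15, 8 called, camera adjusted p 2.6e-14) and all lower after the dose (median -1.62, 8 called, camera adjusted p 1.9e-10). Among them Alas2 and Hbb-bt rose by 2.38 and 2.15 (log2, edgeR adjusted p 0.00115 and 0.00106), and Alas2 then changed by -1.82 (edgeR adjusted p 0.00499). These genes lie on chromosome X (150547375 to 150570638) and 7 (103812524 to 103813996). Of 16 glucocorticoid and fasting genes, 11 were higher in HFpEF-Veh (camera adjusted p 0.024, or 0.0535 without library V4) and 11 lower after the dose (camera adjusted p 0.00471). The other technical lists did not pass in the first comparison, namely clock genes (18, adjusted p 0.0952, or 0.0346 without library C2 and 0.0457 without library V4), immediate early genes (14, 0.561), atrial (5, 0.437), fat (4, 0.485), valve and vessel (7, 0.548) and Y chromosome genes with Xist (4, 0.485). After the dose their adjusted p values were 0.693, 0.561, 0.503, 0.83, 0.485 and 0.297 in the same order. With the estimated correlation none of the 16 technical tests passed, and 2 had an unadjusted p under 0.05. In HFpEF-TYA-018 against Control-Veh, the Y chromosome list was lower (4 of 4 genes, unadjusted camera p 0.000572). Clock genes were lower (14 of 18, 0.0212) and red cell genes higher (8 of 8, 0.0123). The other technical lists had an unadjusted camera p of at least 0.237 there. The Y chromosome score was lower there and after the dose (-0.33 and -0.20, log2, exact permutation p 0.0286 each, adjusted 0.0947).

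Reactome sets were tested to ask which pathways moved without lists chosen in advance. Of 699 sets, 90 were called in HFpEF-Veh against Control-Veh (70 higher, 20 lower), 188 after the dose (96 higher, 92 lower) and 72 in HFpEF-TYA-018 against Control-Veh (70 higher, 2 lower). With the estimated correlation, 0 sets were called in each of the first 2 comparisons, and 71 and 58 had an unadjusted p under 0.05. The first count was 155 without library C1. Pre-ranked fgsea on log2(TPM + 1) called 73 sets in the first comparison (31 higher, 42 lower) and 110 after the dose (109 higher, 1 lower). In HFpEF-Veh, Syndecan interactions (24 genes, median log2 fold change 0.40, camera adjusted p 5.82e-09) and ECM proteoglycans (53 genes, 0.37, camera adjusted p 8.55e-09) were highest ranked among sets that rose. The set that joins respiratory electron transport with ATP synthesis (86 genes, -0.26, camera adjusted p 1.23e-06) ranked highest among those that fell. After the dose, the set that joins the citric acid cycle with respiratory electron transport rose (121 genes, 0.29, camera adjusted p 4.28e-16) and Syndecan interactions fell (24 genes, -0.40, camera adjusted p 2.12e-07). Against Control-Veh, mitochondrial fatty acid beta-oxidation ranked highest (15 genes, 0.30, camera adjusted p 5.89e-12). In the first 2 comparisons, 69 sets were called with opposite signs, 54 higher in HFpEF-Veh and then lower, and 15 lower and then higher. None was called with the same sign, and 0 had the same sign with an unadjusted p under 0.05 in both.

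The changes in HFpEF-Veh and after the dose were compared to ask whether the dose moved genes opposite to the model. Across the 14333 genes, which are not independent replicates, Pearson's r between the log2 fold changes was -0.687 and Spearman's rho -0.671 (jackknife SE of r over libraries 0.162). With shared HFpEF-Veh libraries and no difference between groups, simulated data gave r of -0.502 ± 0.0296 (SD, 100 data sets, lowest -0.553). With different HFpEF-Veh libraries for each comparison, edgeR gave a mean r of -0.328 over 6 divisions (from -0.394 to -0.287), which was the alternative that moved r most toward 0. On differences of mean log2 CPM the same measure was -0.337 (from -0.422 to -0.248), and 0 of 100 shuffles of the libraries gave one as low. With shared HFpEF-Veh libraries, r on differences of mean log2 CPM was -0.656. Shuffles gave r of -0.487 ± 0.112 (SD, lowest -0.742), and 8 of 100 gave r as low as this value. When only called genes of the first comparison were kept, r was -0.899. The 3033 genes with the smallest p in simulated data without any difference gave -0.662 ± 0.0362 (SD). The SDs of simulated data leave out correlation between genes, which the shuffles keep.

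Of the 3033 genes called in HFpEF-Veh, 92.9% of those that were higher were lower after the dose by sign, and 92.3% of those that were lower were higher. Because the HFpEF-Veh libraries enter both comparisons, opposite signs also arose in simulated data. Without any difference, the 3033 genes with the smallest p had them in 82.8% ± 0.718 (SD). When the dose did nothing, called genes had them in 68.9% ± 1.33. Each gene was drawn independently in these simulations, so the SDs leave out correlation between genes. How far the observed shares lie beyond the effect of shared libraries cannot be read from these SDs. In all, 1435 genes were called in both comparisons with opposite signs, 858 of them higher in HFpEF-Veh, and 11 genes with the same sign. Simulated data gave a mean of 0.01 such opposite genes when no group differed and 0.06 when HFpEF differed and the dose did nothing. In both simulations the second comparison itself called a mean of only 0.06 genes, so these counts had to lie near 0. They cannot tell how many opposite genes the shared HFpEF-Veh libraries would give if the dose changed genes. The count was 81 with limma on log2(TPM + 1), 379 after rescaling, 508 with the deposited lengths as offset, and 891, 917 and 918 without libraries V3, T1 and T2. There were 413 genes called against Control-Veh in both HFpEF groups with the same sign, 205 higher and 208 lower, and 19 with opposite signs. Of the 413, 362 were not called after the dose. Simulated data gave a mean of 0.01 genes called alike when no group differed and 739 when HFpEF differed and the dose did nothing, where a mean of 1181 genes was called in HFpEF-Veh against Control-Veh, fewer than the 3033 here, so the 739 and the 413 are not directly comparable. Pearson's r between the changes of both HFpEF groups against Control-Veh was 0.507, where shared Control-Veh libraries alone gave 0.497 ± 0.0354.

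**Figure D4:**
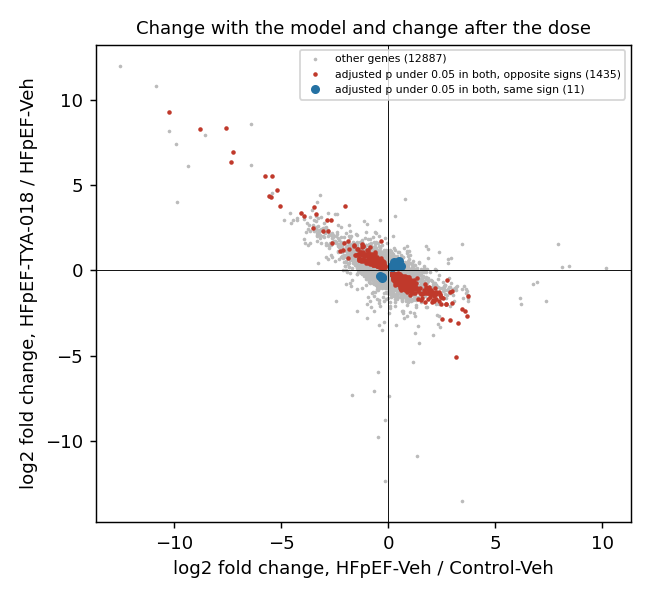
Log2 fold change of each of the 14333 tested genes in HFpEF-Veh against Control-Veh (x axis) and in HFpEF-TYA-018 against HFpEF-Veh (y axis). Genes called in both comparisons with opposite signs (1435) and with the same sign (11) are coloured, and r was -0.687, against -0.502 for simulated data without any difference between groups.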

Values the study reported

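The study reported an average of 99.86 M reads per sample, sequenced as 50 base pair paired-end reads. It described hearts taken 6 h after mice received vehicle or TYA-018 once, at 15 mg/kg. It set a false discovery rate of 0.25 as the threshold for its pre-ranked gene set analysis. In human hearts, the study reported that HDAC6 mRNA tended to be 7.4% higher in HFpEF than in controls, a difference that was not statistically significant.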

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

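Of 174 groups of 4 values that were looked at, 7 held 1 library far from the other 3, where chance gives 8.7. The number of such libraries therefore gives no reason to single them out, and no test was run on the libraries beyond those given here.

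The median relative effective length of Control-Veh library C2 was -0.059 (log2), and the other 3 Control-Veh libraries lay between 0.0038 and 0.014. Slc2a4 was at 224.7 CPM in HFpEF-TYA-018 library T3 and at 250.0 to 254.5 CPM in the other 3. Fbn1 was at 29.3 CPM in HFpEF-Veh library V4 and at 35.6 to 35.98 CPM in the others. Mki67 was at 2.97 CPM in HFpEF-TYA-018 library T1 and at 4.59 to 4.86 CPM in the others. Rps7 was at 4.01 CPM in HFpEF-Veh library V2, against 2.65 to 2.85 CPM, and at 20.5 CPM in HFpEF-TYA-018 library T1, against 7.31 to 8.99 CPM. The score of the citric acid cycle was -0.65 (log2) in Control-Veh library C1 and between 0.065 and 0.20 in the other 3.

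Rps7 shares sequence with 15 other genes, so reads of other genes stay open as a source of its values in libraries V2 and T1. Library T1 held 2 of the 7 values, and 1485 genes were called after the dose without it, 1451 of them also called with it. That argues against library T1 alone as the cause of the changes after the dose. Library C1 was the only library of the 12 whose mean correlation was higher with another group, HFpEF-TYA-018, than with its own. The difference was -0.0045. Without it 809 genes were called in HFpEF-TYA-018 against Control-Veh and 3992 in HFpEF-Veh against Control-Veh. The labels gave no difference between mice of a group, so no biological explanation was tested for these libraries.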

How the results depend on the processing

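The rescaled TPM, the trend on GC content and length, the fit without mitochondrially encoded genes and the red cell covariate were chosen after the data were seen, as was the use of the lengths in the set tests. Where a value changed below, the cause was not tested unless it is stated.

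The number of genes called in HFpEF-Veh against Control-Veh (3033) stayed within 1.5 times under DESeq2 (3695), RLE (3039), no filter (2544), the study's filter (3134), a fit of 2 groups (2573), the GC and length trend (3333) and without mitochondrial genes (3046). It was 1444 with the deposited lengths, 131 and 292 with limma on log2(TPM + 1) and log2(TPM + 0.1), 1140 after rescaling and 2 with the red cell covariate. It ranged from 1986 to 3992 across the 8 fits that each left out 1 library, lowest without library C4 and highest without library C1. After the dose (2767) the count was 1221 with the lengths, 897 after rescaling and 0 with the covariate (1388 at an unadjusted p under 0.05), and 1485 (without library T1) to 2729 with 1 library left out. Without library T2 it was 1631. For HFpEF-TYA-018 against Control-Veh (840) it was 1487 with DESeq2, 206 with the lengths, 4 and 10 with limma on the 2 TPM scales, 116 after rescaling and 502 with the covariate. It ranged from 308 to 809 with 1 library left out, lowest without library T2, and was 543, 497, 325, 403, 451 and 529 without libraries C2, C3, C4, T1, T3 and T4. The covariate differed between groups, which removes group differences by construction. DESeq2 gave 19.3% false calls on a single simulated data set, against 5.70% for edgeR. That data set was drawn with the dispersions that edgeR estimated, which may favour edgeR.

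Of the fixed genes, limma on log2(TPM + 1) gave a Hdac6 change of -0.20 in HFpEF-Veh, and the lengths gave -0.22. Neither was called. On log2(TPM + 1), Nppb (1.18) and Col3a1 (1.03) were no longer called in HFpEF-Veh. After the dose Hdac6 was not called on log2(TPM + 1) (0.29) or with the lengths (0.15), and its change ranged from 0.21 to 0.33 with 1 library left out. Its call was lost without libraries V2, V3, V4, T1, T2 and T3 (edgeR adjusted p 0.0797 to 0.146). Col3a1 after the dose was -0.20 on log2(TPM + 1) and -0.69 with the lengths, and was not called in either. Against Control-Veh, Hdac6 after the dose changed sign on log2(TPM + 1) (0.090), and Col3a1 ranged from 0.34 to 0.61 with 1 library left out and was called without library C1 (edgeR adjusted p 0.0409). For other named genes, 34 results (a gene in 1 comparison under 1 alternative) were weaker, as were 36 results with 1 library left out, and 1 of the latter kind was stronger. The change of Col6a1 after the dose changed sign on log2(TPM + 1) (0.078), where the median of all genes was 0.16. Against Control-Veh the sign changed for Col5a1 with the lengths (-0.20), for Slc2a4 on log2(TPM + 1) (0.41) and with the lengths (0.21), and for Fbn1 without library C4 (range -0.0057 to 0.24).

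With the estimated correlation, all 13 study and general lists that passed and all 4 technical lists that passed no longer did. In HFpEF-Veh the adjusted p was 0.169 for fibrosis, activated fibroblasts and collagens, 0.367 for the mitochondrial list, 0.38 for oxidative phosphorylation, 0.481 for the citric acid cycle, 0.507 for glucocorticoid genes and 0.19996 for red cells. After the dose it was 0.1997 for fibrosis and collagens, 0.367 for the mitochondrial list, 0.203 for activated fibroblasts, 0.281 for oxidative phosphorylation, 0.173 for the citric acid cycle, 0.224 for PPAR alpha targets, 0.37 for glucocorticoid genes and 0.225 for red cells. Under fry, the citric acid cycle in HFpEF-Veh was lost (0.071), and clock (0.0228) and atrial genes (0.0474) in HFpEF-Veh and inflammation (0.0405) and Y chromosome genes (0.0219) after the dose passed.

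By fgsea on log2(TPM + 1), glucocorticoid genes in HFpEF-Veh (0.0762) and after the dose (0.128), activated fibroblasts (0.0656) and collagens (0.136) after the dose were lost, and inflammation after the dose passed (0.017). On that scale the sign changed for PPAR alpha (0.417), inflammation (0.762) and immediate early genes (0.949) in HFpEF-Veh, and for cardiac stress (0.749), immediate early (0.746) and Y chromosome genes (0.86) after the dose. With the lengths, the citric acid cycle in HFpEF-Veh was lost (0.17), and the sign changed after the dose for cardiac stress (0.947) and immediate early genes (0.94). After rescaling, the citric acid cycle (0.149) and glucocorticoid genes (0.189) in HFpEF-Veh and glucocorticoid genes after the dose (0.189) were lost, and immediate early genes after the dose changed sign (0.702). With the GC and length trend, clock genes in HFpEF-Veh passed (0.0475).

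With 1 library left out, the adjusted p of cardiac stress in HFpEF-Veh ranged from 0.026 to 0.426 and passed without library C3, and that of the citric acid cycle from 0.00117 to 0.1001. The latter was lost without libraries C3 (0.054), C4 (0.0757), V1 (0.0918) and V2 (0.1001). For clock genes it ranged from 0.0346 to 0.223 and passed without libraries C2 (0.0346) and V4 (0.0457). For glucocorticoid genes it ranged from 0.00726 to 0.0535 and was lost without library V4. The sign changed for immediate early genes in HFpEF-Veh without library C1 (0.835, range 0.214 to 0.898), for cardiac stress after the dose without libraries V3 (1.00) and V4 (0.914) (range 0.433 to 1.00) and for fat genes after the dose without library V3 (0.958, range 0.656 to 0.978). The fibrosis and mitochondrial lists passed in all of these fits in both comparisons, with adjusted p up to 2.61e-09 and 0.0012 in HFpEF-Veh and up to 1.61e-05 and 0.000457 after the dose.

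The number of Reactome sets in HFpEF-Veh (90) was 354 at a threshold of 0.25, 0 with the estimated correlation (71 at an unadjusted p under 0.05) and from 77 to 155 with 1 library left out, highest without library C1. After the dose (188) it was 388 at 0.25, 110 by fgsea on log2(TPM + 1), 0 with the estimated correlation (58 at an unadjusted p under 0.05) and 97 with the lengths. The correlation of the changes (-0.687) was -0.328 with different HFpEF-Veh libraries and -0.899 over genes called in HFpEF-Veh, and ranged from -0.715 to -0.58 with 1 library left out. The number of genes moved back (1435) was 81 with limma on log2(TPM + 1), 3930 at a threshold of 0.25, 379 after rescaling and 508 with the lengths. It ranged from 891 to 1970 with 1 library left out, and was 891, 917 and 918 without libraries V3, T1 and T2.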

Other observations

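The splits of libraries for gene counts and the tests on harvest time, tissue pieces and shared HFpEF-Veh libraries were chosen in advance. The other tests in this part were chosen after the result was seen.

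Of the 35 splits of 8 libraries into 4 and 4, 1 (the real split) gave as many genes called in each of the 3 comparisons, and no other split gave more than 1 gene. For Reactome sets, 11 splits gave as many sets as HFpEF-Veh against Control-Veh (up to 211), 3 as many as after the dose (up to 224) and 16 as many as HFpEF-TYA-018 against Control-Veh (up to 281). The camera p of the fibrosis list was as small in 2 splits in HFpEF-Veh and in 1 after the dose, that of the mitochondrial list in 12 and 4, oxidative phosphorylation in 15 and 3, collagens in 2 and 1, the citric acid cycle in 15 and 1, and PPAR alpha targets in 24 and 8. In HFpEF-TYA-018 against Control-Veh it was as small in 15 splits for the fibrosis list, 20 for collagens and 1 for PPAR alpha targets. So the camera p values of lists and sets overstate the evidence where more than 1 split gave as much, which includes both study lists in HFpEF-Veh and the fibrosis list and collagens in HFpEF-TYA-018 against Control-Veh. Of 100 groupings of the 12 libraries, the real one included, only the real one gave r as low between different HFpEF-Veh libraries (1 of 100). Only the real one gave as many genes moved back (1 of 100). No other grouping gave more than 1 such gene, so that count cannot separate a dose effect from the shared HFpEF-Veh libraries. The real one and 1 other (2 of 100) gave as many genes called alike in both HFpEF groups (up to 866, median 0 over the others). With camera on log2 CPM, 72 sets had opposite signs, and 5 of 100 shuffles gave as many.

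The animal numbers follow the groups, so a batch that followed them cannot be told apart from the group in any comparison. The GC and length trend left 3333 and 2705 genes called in HFpEF-Veh and after the dose, 2773 and 2250 of them shared with the counts without it, which argues against that trend as the whole cause. The deposited lengths left 1444 and 1221 genes, 1271 and 967 of them shared, which argues against effective lengths as the whole cause. In HFpEF-Veh against Control-Veh and after the dose, 8 of 8 libraries correlated better with their own group than with the other. That argues only against a swap between the 2 compared groups. In HFpEF-TYA-018 against Control-Veh 7 of 8 correlated better with their own group, since library C1 correlated better with HFpEF-TYA-018. Without library C1 the count was 809 against 840, which leaves a mislabelled library open there. Library C1 is also in HFpEF-Veh against Control-Veh, where 3992 genes were called without it, against 3033 with it. A mislabelled library C1 therefore stays open in that comparison too. The correlation of the changes was -0.686 with the trend removed and -0.337 with different HFpEF-Veh libraries. The latter argues against shared libraries as the whole cause, and a technical difference shared by the 4 HFpEF-Veh libraries stays open.

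The clock genes left open whether the groups were taken at different times of day. Of 7 evening genes, 6 were lower in HFpEF-Veh than in Control-Veh, 3 of them called with edgeR, and after the dose 3 were higher and 4 lower, 1 called in each direction. In HFpEF-TYA-018 against Control-Veh 7 were lower, 1 of them called. The morning arm held only 2 genes, and 1 of these changed by 1.14 in HFpEF-Veh without a call (Arntl, edgeR adjusted p 0.463, chosen after its values were seen), which widened the arm difference. The evening arm minus the morning arm differed by -0.98, 0.60 and -0.38 (log2) in the 3 comparisons (two-sided exact permutation p 0.371, 0.343 and 0.857). A difference in harvest time stays open. The smallest exact permutation p of the atrial, fat and red cell scores was 0.0286 in each comparison, and it was that of the red cells, which follow the groups. The next smallest was 0.171, 0.0571 and 0.8. The globin share would shift the log2 values of all other genes by -0.0082, 0.0069 and -0.0013, and the smallest change of a called gene was 0.14, 0.15 and 0.17 in size, which argues against dilution by red cell RNA.

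The 4 HFpEF-Veh libraries held a larger share of mitochondrial counts while nuclear oxidative phosphorylation genes were lower. Of 13 mitochondrial coding genes tested, 9 were higher in HFpEF-Veh (median 0.23, 4 called with edgeR) and 4 were higher after the dose (median -0.30, 6 called). On shares of the library total, the nuclear list differed from all nuclear genes by -0.27 in HFpEF-Veh against Control-Veh (log2, two-sided exact permutation p 0.114). A mitochondrial share that lowered all nuclear genes alike would leave this difference at 0, since it is measured against all nuclear genes. The exact permutation p leaves open whether the list differed from them beyond the spread between libraries. In the fit without mitochondrially encoded genes the list still passed under camera, whose p overstates the evidence for this list. Within groups, effective length and mitochondrial share rose together (Pearson's r 0.738, two-sided permutation p 0.0267, 0.0533 after adjustment over 2 relations, Spearman's rho 0.762, and r 0.470 without the 2 libraries farthest from the median in length). Library making or RNA quality may therefore contribute to the share, and the libraries are too few to tell. On log2(TPM + 1), 97.9% of genes called after the dose were higher, and 49.1% were after rescaling without mitochondrial and non-coding genes. A candidate explanation is that TPM is taken relative to the mitochondrial genes.

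The red cell genes could come from blood left in the piece or from a change in the mice. A list of 15 white cell genes, of which 12 were tested and 2 are also in the inflammation list, differed by -0.85 (log2) in HFpEF-Veh against Control-Veh (two-sided exact permutation p 0.0857, adjusted 0.193), and 11 of 12 were not higher. That argues against whole blood, and does not exclude red cells or their precursors without white cells. The 14 proliferation genes were higher in HFpEF-Veh (score 2.25), lower after the dose (-1.11) and higher in HFpEF-TYA-018 than in Control-Veh (1.14), each with no overlap between groups (two-sided exact permutation p 0.0286, adjusted 0.0947). Their score and that of the red cells had r of -0.188 within groups (two-sided permutation p 0.747, Spearman's rho 0.0629, and r 0.411 without the 2 libraries farthest from the median in the red cell score). Whether both come from red cell precursors stays open.

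Alb, Apoa2 and Hp were among the genes that fell most in HFpEF-Veh, and liver RNA in some libraries is a candidate explanation. A list of 12 liver genes, all 12 tested in these hearts, had a mean pairwise r of 0.784 within groups, against 0.0054 for 10000 random lists, of which 0 were as high. Within groups, Apoa2 and Hp had r of 0.897 and 0.791 with Alb. The liver score differed by -2.95 in HFpEF-Veh against Control-Veh (two-sided exact permutation p 0.0286, adjusted 0.0947), with 11 of 12 genes lower and Ahsg not. These genes may therefore say more about the tissue taken than about the heart.

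Rps26 fell by 85.9 CPM after the dose in the mean. Of its 4 copies, 3 were among the genes of the tables, and their summed change was -1.92 CPM (from 14.2 to 12.3 CPM). That argues against reads moved to those copies. Reads moved to a copy outside the tables and a change in the mice stay open.

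Hdac6 changed by -22.3% in HFpEF-Veh against Control-Veh. That is opposite in direction to the human mRNA value quoted above, which is from another species and was not statistically significant. The study also reported more HDAC6 protein than in controls in hearts of mice given a high-fat diet and L-NAME, the model used here. It reported the same for its other mouse model. The mRNA change here is opposite in direction to those protein results as well. These libraries measure mRNA and not protein, so they cannot test the protein results.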
